A study of Triticum aestivum with 3 samples. Its data were reported in "A single-cell and spatial wheat root atlas with cross-species annotations delineates conserved tissue-specific marker genes and regulators" (2025).

How the data were processed

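Root tips of soil-grown bread wheat (*Triticum aestivum*, cultivar Chinese Spring) were profiled by droplet-based single-cell RNA sequencing in 3 replicates of 1 group. Each replicate was made from the lowest 0.5 cm of 100 root tips of 15-day-old seedlings. The tips were digested to protoplasts, enriched on a LeviCell instrument and loaded on the 10x Chromium system with the 3′ kit, version 3.1. No treatment or second genotype was sampled, so every comparison here lies between clusters of cells within the same replicates. Nothing in the sample labels ties the replicates to separate batches of seedlings. The p-values measure only how differences between classes varied among these 3 preparations, with the spread of a gene estimated over all classes together.

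The authors aligned and counted the reads with Cell Ranger against the IWGSC Chinese Spring reference genome and annotation, to which the chloroplast and mitochondrial genomes had been added, and deposited the filtered matrices as raw UMI counts per gene and cell barcode, with no normalization. Cell Ranger keeps reads that align to 1 place only, so UMIs from stretches that are identical between homeologs are absent from the deposited counts. The 3 matrices list the same 266762 features, of which 159846 are low-confidence genes (suffix LC). Low-confidence genes held 5.13% of the UMIs of the cells kept.

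The study's stated filter was applied to the deposited counts: genes in at least 3 cells, and cells with at least 500 genes, at least 800 UMIs, at most 10% mitochondrial and at most 5% chloroplast UMIs. Of 7857 barcodes, 7536 passed, and the organelle limits removed no further cell. DoubletFinder, which the study used, was replaced by Scrublet scores (scanpy 1.11.5). At its own threshold Scrublet called 1 cell, so the caller had not worked as a classifier, and the cells with the highest scores were removed instead at a rate of 0.8% per 1000 barcodes, 173 cells in all. This left 7363 cells with 82618 genes in at least 3 of them. Doublets can therefore remain among the cells kept.

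The UMIs of each gene and cell were first divided at random into 2 parts (binomial, probability 0.5). Clusters were made from the first part and every level and test between clusters used the held-out part, so that no gene was tested on the counts that had placed its cells. Following the study's methods, the first part was normalized with SCTransform (Seurat 5.3.0, sctransform 0.4.2, R 4.3.3), 3000 variable features and 30 principal components were taken, and replicates were aligned with a Harmony-type correction written for this purpose (theta 2, sigma 0.1, lambda 1), since the Harmony package was not used here. Louvain clustering of a shared nearest neighbor graph (20 neighbors) at resolution 0.24 gave 15 clusters. The rebuilt clusters are not the study's clusters, and differences from the study can come from this.

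Clusters were named from 13 lists of naming genes, which were kept out of the fixed marker lists. They remained in the counts of genes per class and in 6 of the tested triads. Some were markers that the study had found on these samples, so a class name is not independent evidence of a cell type. For each list the score, from held-out UMIs, was the mean over its genes of the standardized log CPM across clusters. A cluster took the name of its best list when that score reached 1.5, at least 3 of the list's genes had 10 or more UMIs, its 10 leading genes held no more genes of another list than of its own, and its median UMI count was not far under (below 1 in 3 of) its replicates' unless such a leading gene was present; otherwise the next list past the threshold was tried. The score threshold of 1.5, this order of trial and the merging of the list for epidermis near root hair with epidermis, were chosen after the data were examined. In this way 12 clusters with 5968 cells (81.1%) were named "X-like" and 3 clusters with 1395 cells stayed unnamed.

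Held-out UMIs were summed per replicate and class. Classes with at least 10 cells in every replicate entered 1 model (13 classes, 39 sums, 25456 genes after edgeR's filterByExpr). edgeR 4.0.16 was run with TMM factors, glmQLFit and glmQLFTest on a design with class and replicate, the replicate being a block as in the study's own subgenome model. Each class was compared with the mean of the other classes, p-values were adjusted by Benjamini-Hochberg within a class, and a gene was called higher at adjusted p of 0.05 and log2 fold change above 1. Standard errors are the fold change divided by the square root of its F value. Fold changes compare a class with the average of the fitted log levels of the other classes. A CPM given after "against" is the arithmetic mean over the other classes. The ratio of the 2 CPM values can therefore differ from the fold change, also in order. The phloem-like and root cap-like classes had fewer than 10 cells in replicate 1, and root cap-like also in replicate 3. Their values come from a second model with no minimum of cells (24244 genes), which was added after the cell numbers were seen. Markers of the study's joint epidermis cell type were tested on the mean of the epidermis-like and root hair-like classes, also a choice made after the clusters were seen. On simulated sums of the xylem class against the others (22447 genes), edgeR recovered 38.3% of genes changed 2-fold, 95.3% of those changed 4-fold and 100% of those changed 8-fold, with 5.73% false discoveries. DESeq2 recovered 35.0%, 95.3% and 100%, with 7.01% false discoveries. These rates are at adjusted p of 0.05 alone. With the threshold on log2 fold change as well, 36.7% (edgeR) and 31.7% (DESeq2) of the genes changed 2-fold were recovered. In the simulation of the fixed triads, at an assumed dispersion of 0.05, 10 of 10 triads with 3-fold dominance of the A homeolog were called, and 0 of 13 balanced triads. No suppressed homeolog was simulated, so this does not cover calls of suppression.

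The gene lists, the triads, the tests and most alternatives were fixed before the data were examined. The lists held wheat markers that the study shared with an independent wheat single-nucleus root dataset, markers with orthologs marking the same tissue in at least 3 species, regulators the study named, and 15 genes described as dehydrins, late embryogenesis abundant (LEA) proteins or a lipoxygenase. All were chosen by the study on these samples, so a count of members is not independent evidence of their direction. The genes named in the text were those the study's text names with an identifier; of each list the 3 members with the largest and the 1 with the smallest log2 fold change; per class the 2 genes outside the lists with the largest fold change among called genes at 50 CPM or more that were highest in the class in all 3 replicates; and of the triads the 3 with the largest and the 3 with the smallest ratio between homeologs. The 4 triads called asymmetric are named as well, some outside this rule and chosen after their values were seen. The deposited files give gene IDs without names, and 0 of them matched the reference table of gene names given, so names are those of the study's marker descriptions.

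For homeologs, 27 triads were fixed from the study's markers, each with 1 gene on the A, B and D chromosome of 1 group. Held-out UMIs with 1 column per replicate, class and subgenome were fitted with edgeR, with replicate within class as a block. A homeolog was called dominant or suppressed when it was higher or lower than both others at adjusted p of 0.05. For markers of the joint epidermis type, the class with the higher CPM of the triad was used, a choice made after the clusters were seen. Triads with under 10 UMIs in their class were not tested. A genome-wide test of triads was planned only if transcripts with the IDs of the files were given, and was not run. Subgenome shares were percentages of the nuclear UMIs on placed chromosomes, compared between a class and the mean of the other classes by an exact two-sided sign-flip permutation test over the 3 replicates, whose smallest p is 0.25.

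Alternatives covered DESeq2 1.42.0 with its own size factors, no filter on low counts, no replicate block, leaving out each replicate, clusters and tests on all UMIs, no correction of replicates, resolutions 0.12 and 0.48, a minimum of 2000 UMIs, a mitochondrial limit of 5%, doublet calls kept, no low-confidence genes, a cap of 0.5% of UMIs per gene, and a quasi-Poisson model of the triads. Triads with no naming gene were added after the data were examined. Within classes, replicates were correlated over genes after thinning to equal UMIs, and again with equal numbers of cells, as the median of 20 random draws of cells. For comparison, class labels were permuted among the sums of each replicate in 20 draws and the models were refitted. Exact binomial (Clopper-Pearson) 95% intervals of cell shares cover counting error only. Tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.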

Results

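Single-cell transcriptomes of soil-grown wheat root tips were available from 3 replicates of 1 group. The deposited UMI counts held 1784 cell barcodes with 25201802 UMIs in replicate 1, 3303 barcodes with 47857043 UMIs in replicate 2 and 2770 barcodes with 22771455 UMIs in replicate 3. After filtering and doublet removal, 1576, 3207 and 2580 cells remained, with a median of 8799, 11192 and 6069 UMIs and of 4255, 6125 and 3860 genes per cell. Across genes, which are not independent replicates, log2 CPM of replicates 2 and 3 correlated at r = 0.989, and replicate 1 correlated with them at 0.940 and 0.942. The chi-square per degree of freedom over genes was 8.60 between replicates 2 and 3, 72.5 between 1 and 2 and 49.5 between 1 and 3, all far above counting noise. Repeat preparations of 1 sample could exceed it too, so the 3 libraries were counted as 3 samples by their labels alone.

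Which cell types and cell states the root tip contains was addressed first. The 7363 cells fell into 15 clusters, of which 12 were named from naming genes fixed beforehand. The score threshold was chosen after the data were examined. Naming genes included markers that the study had found on these samples, among them every gene of the pericycle list. The names are therefore not independent evidence of which cell types are present. Of the named classes, epidermis-like cells were the most frequent at 16.1% ± 3.7 of the cells of a replicate (SD, n = 3), followed by provascular-like cells at 15.0% ± 2.8. At resolution 0.48 and with doublet calls kept, provascular-like cells made up only 9.39% and 9.34% (G1/S-like cells 9.28% and 9.65%). Of the 1082 provascular-like cells, 425 and 377 lay there in a further unnamed cluster with a median of 1979 and 1809 UMIs per cell. Cortex-like cells made up 8.29% ± 0.30, root hair-like cells 6.50% ± 2.0, pericycle-like cells 6.46% ± 1.0 and endodermis-like cells 5.22% ± 1.1. Xylem-like cells accounted for 3.54% ± 1.2 and cells named from a single joint endodermis/phloem list (endodermis/phloem-like) for 3.34% ± 0.68. The next best list of the latter was the provascular one, at a score of 0.73, and the separate endodermis and phloem lists scored lower still. The dividing states were represented by G1/S-like cells at 11.6% ± 1.2 and G2/M-like cells at 3.05% ± 0.77. The 3 unnamed clusters, numbered 2, 7 and 14, held 12.2% ± 1.0, 5.64% ± 1.1 and 1.01% ± 0.42 of the cells. At resolution 0.12, with no correction of replicates and with a minimum of 2000 UMIs, no provascular-like class was found and endodermis/phloem-like cells made up 12.96%, 12.5% and 14.7%. In the latter pair of settings root hair-like cells made up 4.24% and 4.03%. With no correction of replicates, cortex-like cells made up 19.4%, 2.21% and 4.88% of replicates 1, 2 and 3. All are shares of captured protoplasts, not of the cells of the root.

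Phloem-like and root cap-like cells came mostly from 1 replicate. Phloem-like cells numbered 2 of 1576 cells in replicate 1 (0.127%, exact binomial 95% interval 0.0154% to 0.458%), 89 in replicate 2 (2.78%, 2.23% to 3.40%) and 22 in replicate 3 (0.853%, 0.535% to 1.29%). Root cap-like cells numbered 2 in replicate 1, 75 in replicate 2 (2.34%, 1.84% to 2.92%) and 4 in replicate 3 (0.155%, 0.0423% to 0.396%). For both classes the SD over the 3 replicates exceeded the mean (1.25% ± 1.4 for phloem-like and 0.874% ± 1.3 for root cap-like cells). The number in replicate 3 depended on the clustering. With no correction of replicates, phloem-like cells numbered 0, 93 and 58 in replicates 1, 2 and 3, and with clusters from all UMIs 0, 89 and 35. The cells named root cap-like differed in the level of their naming genes. These genes gave 659 of 4439 held-out UMIs in replicate 1 and 268 of 5038 in replicate 3, but 1856 of 497007 in replicate 2. Whether the cells of the 3 replicates are of 1 cell type was not tested.

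**Figure D1:**
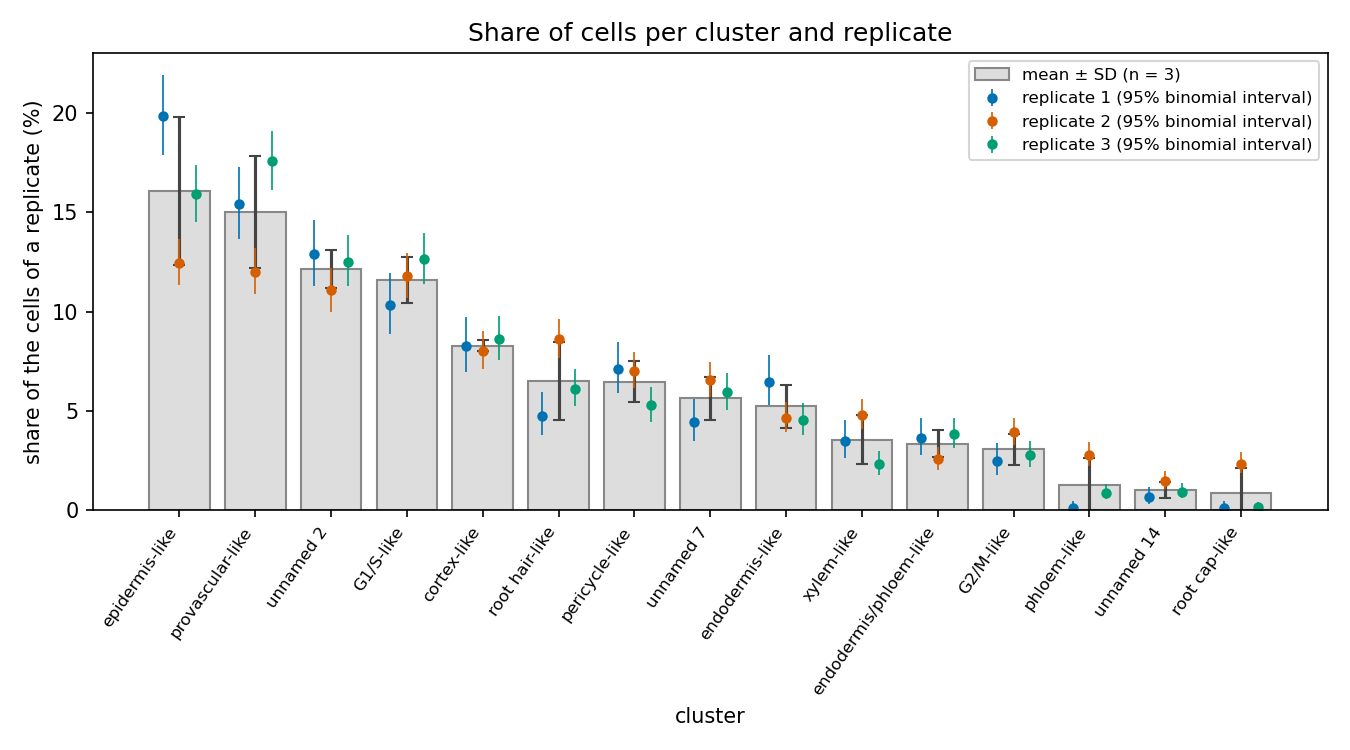
Share of the cells of a replicate, in percent, that fell into each of the 15 clusters. Gray bars show the mean over 3 replicates with the SD as a black bar, and points show the single replicates with exact binomial 95% intervals. Phloem-like and root cap-like cells reached 2.78% and 2.34% in replicate 2 against 0.127% each in replicate 1.

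Each class was then compared with the mean of the other classes to find genes with higher expression. A gene could be called in several classes, so the counts are not of genes specific to 1 class. Of 12240 genes higher in at least 1 named class of this model, 51.6% were higher in 1 only. G1/S-like and G2/M-like cells shared 1752 genes, and epidermis-like and root hair-like cells shared 1138. Unnamed cluster 7 had 4356 genes with higher expression among 25456 genes tested, more than any other class, with no low-count filter giving 5815 against 6035 in G1/S-like cells. Alternatives that formed clusters anew did not compare this cluster. Of the named classes, G2/M-like cells had 3224 and G1/S-like cells 2852. Their order turned with no low-count filter (3289 and 6035), without replicate 2 (3056 and 4041) and with no correction of replicates (2158 and 2329). Epidermis-like and root hair-like cells followed with 2301 and 2247 genes, and endodermis/phloem-like cells with 2006. The counts were 1692 for pericycle-like, 1567 for provascular-like, 1496 for cortex-like, 1298 for xylem-like and 1220 for endodermis-like cells, and 2529 and 1160 for unnamed clusters 2 and 14. Among genes outside the fixed lists at 50 CPM or more that were highest in their class in all 3 replicates, the largest fold changes in the classes with at least 10 cells per replicate belonged to TraesCS7B03G0904700 in xylem-like cells (log2 fold change 8.06, SE 0.39, adjusted p = 4.53e-17 by edgeR's quasi-likelihood test) and TraesCS4B03G0112400 in root hair-like cells (8.02, SE 0.46, adjusted p = 1.78e-13), genes for which no name was at hand. Without replicate 3, the counts fell to 820 in cortex-like, 648 in endodermis-like, 872 in provascular-like, 1605 in G1/S-like and 1692 in G2/M-like cells and to 1123, 2699 and 594 in unnamed clusters 2, 7 and 14. Without the replicate block the count was 822 in cortex-like cells and 1452 in unnamed cluster 2.

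Of the study's markers in the fixed lists of classes with at least 10 cells per replicate, 227 of 240 list entries were higher in their own class (227 also when adjusted over the list alone), and 12 of the 15 lists passed in full. The 5 lists of phloem and root cap, from the model with no minimum of cells, passed with only 18 of 35 tested entries. A gene in several lists was counted in each. In the model with at least 10 cells per replicate, the 9 lists shared with an independent wheat single-nucleus dataset passed with 100 of 100 entries. The class a list was assigned to does not always bear the list's name. Companion cell markers were counted in pericycle-like cells and immature sieve element markers in endodermis/phloem-like cells, so the count is no measure of agreement on cell type. As the study chose these lists on the same samples, the counts are not independent evidence of their direction.

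Xylem-like cells were separated from the other classes by large fold changes of their markers. All 69 conserved xylem markers were higher, with a median log2 fold change of 5.81. Among them were CESA7 (TraesCS5A03G0570800), a cellulose synthase subunit of secondary walls, at 185 ± 44 CPM (SD, n = 3) against 1.03 CPM in the other classes (log2 fold change 7.74, SE 0.33, adjusted p = 1.55e-19), and AtDIR6 (TraesCSU03G0020100), a dirigent protein of lignan synthesis, at 416 ± 129 CPM against 2.92 (7.69, SE 0.35). The smallest fold change was that of UGD3 (TraesCS4A03G0686700), a UDP-glucose dehydrogenase, at 1.97 (SE 0.20). All 14 protoxylem markers of the single-nucleus data were higher as well, led by the xylem cysteine protease XCP1 (TraesCS1D03G0049400) at 1532 ± 1161 CPM against 11.1 (7.59, SE 0.39).

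The study ranked its regulators by their predicted relevance in gene regulatory networks, inferred from expression and binding motifs. The RNA level of the regulator itself, tested here, is another measure, so a regulator that does not pass does not contradict that ranking. Of 9 xylem regulators named by the study, 3 were higher in xylem-like cells. These were VND4 (TraesCS7D03G0019800), a NAC factor of vessel differentiation, at 57.5 ± 33 CPM against 1.68 (log2 fold change 5.37, SE 0.55, adjusted p = 1.52e-09, edgeR), VND2 (TraesCS4D03G0740600) at 29.3 ± 8.5 CPM against 1.14 (5.42, SE 0.53), and T5L1 (TraesCS5A03G0586500), a bHLH factor of vascular cell division, at 96.9 ± 47 CPM against 6.09 (4.61, SE 0.42). The other 6 did not pass. ANAC002 (TraesCS3A03G0950500) had 58.7 ± 46 CPM in xylem-like cells and 81.7 in the other classes (−0.55, SE 0.28, adjusted p = 0.256). NAC67-like, MYB4-like, ERF7-like and both NAC92-like genes had fold changes between −0.54 and 0.44, and each had its highest mean level in another class.

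Endodermis-like cells expressed MYB36 and most endodermis markers above the other classes. MYB36 (TraesCS6A03G0889900), the regulator of Casparian strip formation, reached 68.0 ± 29 CPM against 1.56 in the other classes (log2 fold change 5.90, SE 0.32, adjusted p = 2.91e-16, edgeR). All 10 single-nucleus endodermis markers and 17 of 23 conserved endodermis markers were higher, among them the uclacyanin UCC2 (TraesCS6A03G0661900, 6.50, SE 0.32) and the peroxidase PER9 (TraesCS2B03G0825500, 6.02, SE 0.30). The 6 members that did not pass had their highest level in endodermis/phloem-like cells, including a second PER9 gene (TraesCS6B03G0945500) at 67.7 ± 3.2 CPM in endodermis-like cells against 169 in the others (−0.08, SE 0.48). In cortex-like cells, both conserved cortex markers were higher, and DRN1 (TraesCS2A03G0988000) reached 358 ± 440 CPM against 26.0 (3.96, SE 0.34, adjusted p = 7.91e-11).

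Markers of the outer cell layers were higher in epidermis-like and root hair-like cells. Of 36 conserved epidermis markers, 35 were higher in the mean of epidermis-like and root hair-like cells, with a median log2 fold change of 3.52. They included RHD7 (TraesCS1D03G0508600) at 4.42 (SE 0.26), RHS18 (TraesCS5A03G0951600) at 4.53 (SE 0.69) and SCN1 (TraesCS6A03G0751000), a RhoGDI that limits root hair initiation sites, at 4.51 (SE 0.28). The exception was UL1X (TraesCS3B03G1008200) with 225 ± 99 CPM against 295 (−0.23, SE 0.23, adjusted p = 0.532, edgeR). In the epidermis triad that the study described as specific to monocots, both homeologs that were not used for naming were higher: TraesCS2A03G0303700 had 192 ± 65 CPM against 21.1 (3.79, SE 0.35) and TraesCS2D03G0321600 had 168 ± 57 CPM against 12.04 (4.26, SE 0.31). All 6 single-nucleus epidermis markers and all 9 root hair markers were higher in their classes, with medians of 3.80 and 7.10.

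In the vascular cylinder, 4 of 4 provascular markers were higher in provascular-like cells (median log2 fold change 2.44). The smallest, a Bowman-Birk type trypsin inhibitor-like gene (TraesCS1D03G0042100) at 1.50 (SE 0.31, adjusted p = 9.65e-04, edgeR), was past the threshold with 3 replicates and not without replicate 3 (adjusted p = 0.0711). All 15 immature sieve element markers were higher in endodermis/phloem-like cells, led by the membrane-binding annexins D3-like (TraesCS2B03G0368000, 534 ± 44 CPM against 34.1, 4.49, SE 0.29) and D4-like (TraesCS4B03G0741800, 1277 ± 354 CPM against 94.8, 4.27, SE 0.28). All 15 companion cell markers of the single-nucleus data were higher in pericycle-like cells, with a median of 5.72. All 16 proximal meristem markers were higher in G1/S-like cells (median 4.52) and all 11 meristem II markers in G2/M-like cells (median 4.64).

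Phloem-like and root cap-like cells could be compared only in the model with no minimum of cells. All 8 protophloem markers were higher in phloem-like cells, with a median log2 fold change of 6.66, while none of 3 conserved phloem markers, all remorin-like genes, passed (fold changes between −0.51 and −0.26 by edgeR, with 0 at an unadjusted p under 0.05 and 0 with DESeq2). In root cap-like cells, 4 of 5 single-nucleus markers (5 adjusted over the list alone) and 6 of 7 conserved markers were higher, headed by the AT3G19430 orthologs TraesCS3D03G1163700 (960 ± 1306 CPM against 0.092, log2 fold change 11.3, SE 0.51) and TraesCS3A03G1224100 (617 ± 725 CPM against 0.020, 11.3, SE 0.56). Only 2 of the 7 conserved markers had their highest mean level in root cap-like cells, against 4 of the 5 single-nucleus markers. None of 12 root cap regulators named by the study (WRKY17, WRKY26, WRKY40 and ANAC081 genes) passed in edgeR (1 at an unadjusted p under 0.05) or with DESeq2 (0 at an unadjusted p under 0.05), which gave 3 of them no adjusted p. The study had ranked these regulators, too, in predicted networks, another measure than their RNA level. WRKY26 (TraesCS3A03G0830700) had the largest fold change at 0.84 (SE 0.41, adjusted p = 0.388). In total 1092 genes were higher in phloem-like and 398 in root cap-like cells. The replicate 1 sums rested on 1404 and 4439 held-out UMIs from 2 cells each, and the phloem-like count was 1647 without replicate 1 and 493 without replicate 3. For root cap-like cells the count was 108 without replicate 2, with 3 conserved markers among them. DESeq2 called 16, but gave no adjusted p for 379 of the 398, nor for the 4 single-nucleus and 6 conserved markers above (1 and 4 at an unadjusted p under 0.05). For the count of 398, 5 of 21 assignments of class labels to the sums, the real one included, gave at least as many genes (up to 671), so the root cap-like count did not stand out from those of permuted labels.

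**Figure D2:**
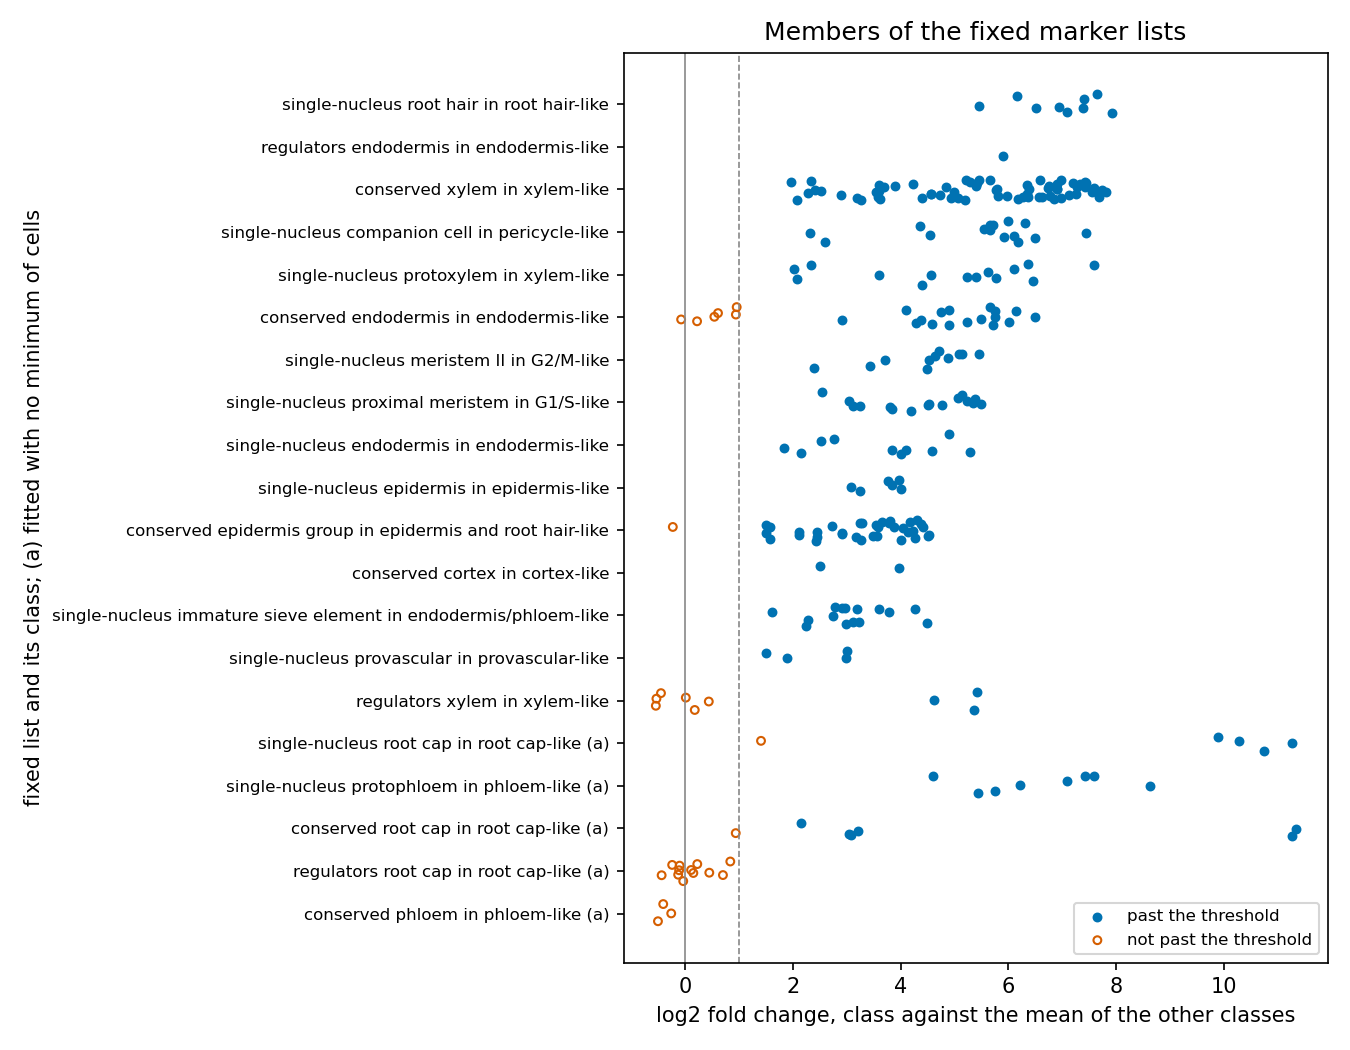
Log2 fold change of each tested member of the fixed marker lists in the list's class against the mean of the other classes. Filled points passed the threshold (dashed line at log2 fold change 1, adjusted p of 0.05), and open points did not. In 12 of the 15 lists tested with at least 10 cells per replicate every member passed.

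Pericycle-like and phloem-like cells were compared directly, since the study assigned its pericycle cluster by hand. Its annotation transfer had given 2 phloem clusters, of which spatial data placed only 1 in the phloem. It proposed the other as pericycle from several genes seen in the pericycle layer of tissue sections and from orthologs of a pericycle marker. The study also found those layer genes enriched, to a lesser degree, in its phloem cluster. In pericycle-like cells 555 genes were higher and in phloem-like cells 798. Companion cell markers lay on the pericycle-like side, with 10 of 15 higher there (12 adjusted over the list alone), and 2 of the 3 remorin-like phloem markers did too (3 adjusted over the list alone). A heavy metal-associated isoprenylated protein gene (TraesCS4D03G0201600) had 244 ± 84 CPM in pericycle-like and 8.20 ± 8.7 CPM in phloem-like cells (log2 fold change 4.70, SE 0.71, adjusted p = 1.19e-05, edgeR). The 7 genes that had named the pericycle-like class did not separate it from phloem-like cells, with a median log2 fold change of −0.51 and 0 past the threshold in edgeR (1 adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 with DESeq2). Protophloem markers lay on the other side, with 6 of 8 higher in phloem-like cells (6 adjusted over the list alone). The exceptions were both early nodulin-like protein 1 genes, with 895 ± 471 CPM in pericycle-like and 955 ± 1281 CPM in phloem-like cells for TraesCS6A03G0325300 (−0.42, SE 0.71, adjusted p = 0.810). The contrast depended on single libraries, with 1353 genes past the threshold in either direction with all, 245 without replicate 3 (37 higher in pericycle-like and 208 in phloem-like cells) and 898 without replicate 2 (321 and 577). Without replicate 1 the numbers were 435 and 1218, and without the replicate block 258 and 531.

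Dehydrin and LEA genes, which encode proteins that accumulate in drying tissues, were higher in unnamed cluster 2. All 15 listed genes were higher there, with a median log2 fold change of 2.32 (15 adjusted over the list alone, 10 without the replicate block). The list holds 1 gene of another kind, a 9S-lipoxygenase gene (TraesCS5A03G0907300). This gene had the largest log2 fold change in the model (3.35, SE 0.35, adjusted p = 1e-08, edgeR), with 260 ± 13 CPM against 51.0. A dehydrin Rab15-like gene (TraesCS5B03G1052800) had 539 ± 294 CPM against 115 (2.59, SE 0.28) and a dehydrin DHN2 gene (TraesCS5B03G0937300) 243 ± 173 CPM against 72.9 (2.00, SE 0.29). Levels in replicate 1 could be far lower. A dehydrin DHN3-like gene (TraesCS6D03G0772700) had 0, 114 and 88.9 CPM in replicates 1, 2 and 3, against 272, 262 and 246 for the lipoxygenase gene. Not every listed gene exceeded all other classes in each replicate, but all 15 stayed past the threshold with any 1 replicate left out. Of the 15, 6 were also higher in G1/S-like cells, 5 in cortex-like cells, 3 in unnamed cluster 7 and 1 in epidermis-like cells (0 without replicate 3), and 11 were lower in endodermis/phloem-like cells, where the median was −1.67. Further, 2 were lower in G2/M-like cells and 1 in provascular-like cells. These calls depended on single libraries. In G1/S-like cells 10 were called without replicate 2 and 2 without replicate 3. Without replicate 1, 3 were called in cortex-like cells and 1 in unnamed cluster 7, and without replicate 2, 4 were lower in endodermis/phloem-like cells. Without the replicate block edgeR called 0 in each of these classes (3, 3, 1 and 0 higher and, in endodermis/phloem-like cells, 6 lower at an unadjusted p under 0.05). The study found these genes among markers of a cluster it left unnamed, so the list is not independent evidence.

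The A, B and D subgenomes contributed nearly equally to the transcriptome. Of the nuclear UMIs on placed chromosomes, 33.2% ± 0.26 (SD, n = 3) came from A, 33.1% ± 0.055 from B and 33.7% ± 0.24 from D. Of 45 differences between a class and the mean of the other classes, 20 had the same direction in 3 of 3 replicates and 25 did not. With random directions, 25% would share a direction. These differences are not independent, since the 3 shares of a class add up to the whole and each class enters the mean of the others. Among the 20, xylem-like cells had an A share of 33.6% ± 0.69 against 33.04% and a B share of 32.6% ± 0.38 against 33.1%, endodermis/phloem-like cells an A share of 33.6% ± 0.36 against 33.04%, G1/S-like cells a B share of 33.5% ± 0.069 against 33.1%, phloem-like cells a D share of 33.3% ± 0.43 against 33.9%, and unnamed cluster 7 a D share of 34.4% ± 0.075 against 33.8%. In root cap-like cells the D share was 35.7% ± 1.5 against 33.7%, from 2, 75 and 4 cells. Each of these differences had p = 0.25 in the exact two-sided sign-flip permutation test, the smallest value 3 replicates allow, so none could pass a threshold of 0.05.

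Within single triads, unequal expression of homeologs was found in xylem, root hair and endodermis markers. A triad entered only where the study listed all 3 homeologs, so triads with a silent homeolog could hardly enter. The counts that follow do not describe wheat homeologs at large. Of 23 fixed triads tested, 4 had 1 homeolog lower than both others, 14 had no differing pair, and none had a homeolog higher than both others (edgeR; 6 at an unadjusted p under 0.05, 4 with a quasi-Poisson model, 5 without replicate 1). With no minimum of cells, which let all 27 triads be tested, 5 were called, and 1 of these, the ORTHO905GF002862 triad of group 5 in epidermis-like cells, chosen here after its values were seen, had a B homeolog higher than both others (smallest adjusted p = 3.36e-04, edgeR). The largest imbalance was in the XCP1 triad of chromosome group 1 in xylem-like cells, where the B homeolog (TraesCS1B03G0066500) gave 6.23% ± 1.0 of the UMIs, A (TraesCS1A03G0062800) 45.7% ± 3.0 and D (TraesCS1D03G0049400) 48.1% ± 2.0 (SD, n = 3; log2 ratio of D to B 2.93, smallest adjusted p = 1.38e-15, edgeR). The second XCP1 triad, on group 5, had shares of 34.7%, 27.4% and 37.9% with no differing pair. B was also the low homeolog in the AT3G09925 triad in root hair-like cells (13.4% ± 0.62) and the AT5G26330 triad in xylem-like cells (16.5% ± 4.0), and A in the UCC2 triad of group 7 in endodermis-like cells (20.5% ± 1.9). The most even triads were VRLK1, AT1G08340 and NWS2, all in xylem-like cells, with ratios of 1.15, 1.22 and 1.26 between the highest and lowest homeolog. The UCC2 call was lost without replicate 2 (smallest adjusted p = 0.161) and without replicate 3 (0.156), and the AT5G26330 call without replicate 2. The number of calls was 11 without replicate 1, 2 without replicate 2, 3 without replicate 3, 9 with a quasi-Poisson model and 0 without the replicate block (1 at an unadjusted p under 0.05), and a low share can also arise where few reads of a homeolog align uniquely, which was not tested.

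**Figure D3:**
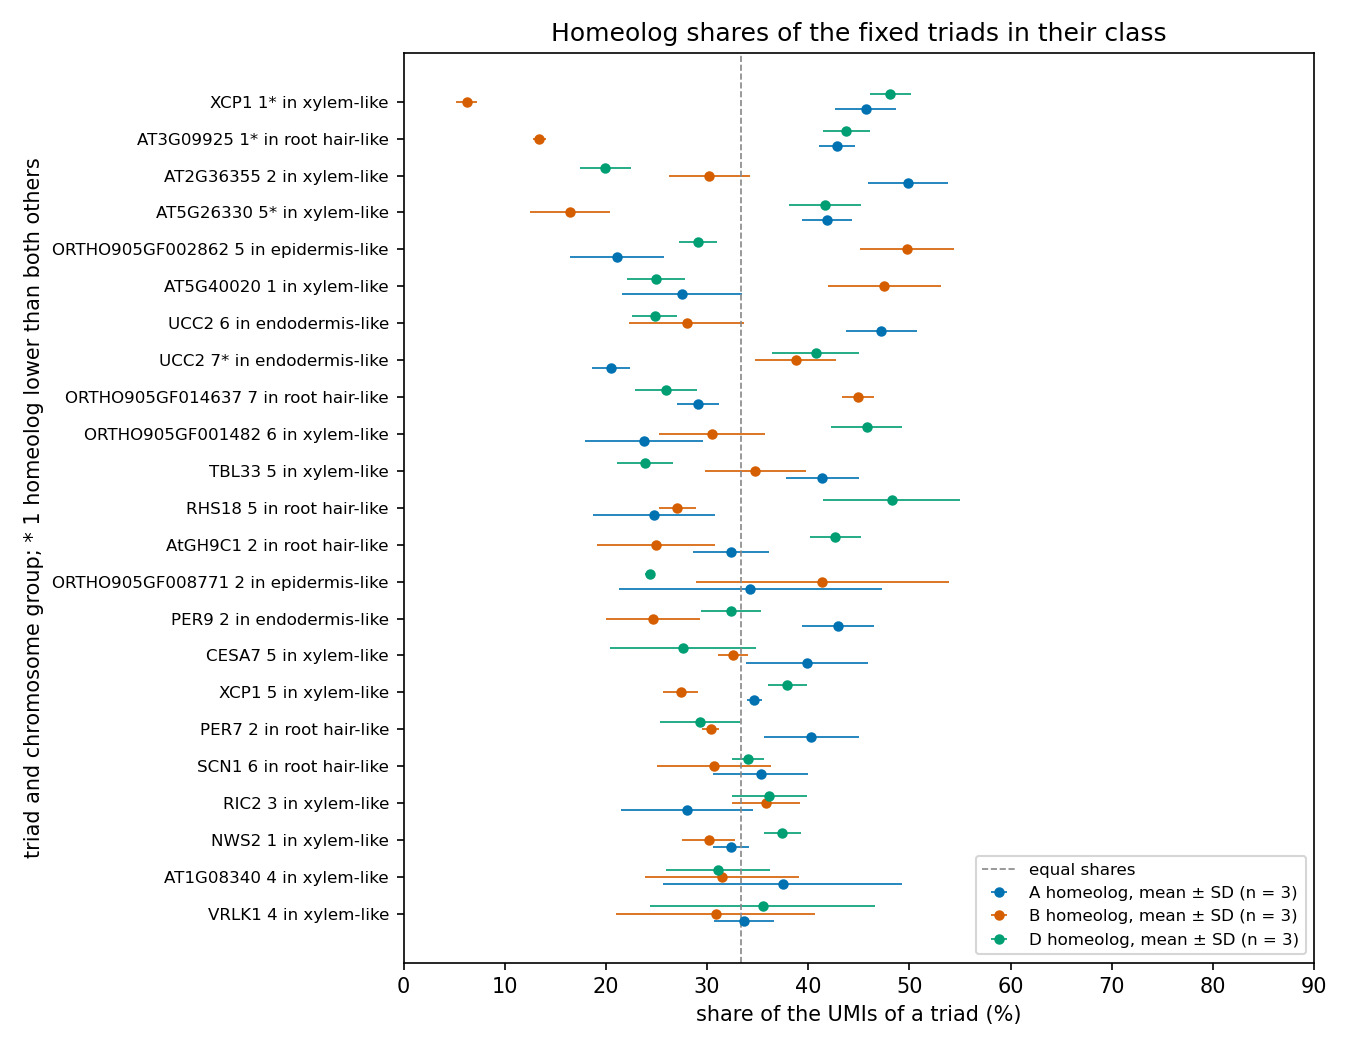
Share of the UMIs of each of the 23 tested triads that came from its A, B and D homeolog, in percent, in the class the triad marks. Points are means over 3 replicates with SD bars, the dashed line marks equal shares, and an asterisk marks the 4 triads with 1 homeolog lower than both others, where the B homeolog of XCP1 on group 1 lies at 6.23%.

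Whether homeologs mark the same tissue was asked of the same triads. In 23 of 23 triads all 3 homeologs were higher in the triad's own class (22 without replicate 2), and 6 of these held genes that had named the class. Of the 17 triads with no naming gene, 17 passed in full, including CESA7 in xylem-like, UCC2 and PER9 in endodermis-like and RHS18 and SCN1 in root hair-like or epidermis-like cells. Of 4 further triads of the phloem and root cap, 1 passed in full in edgeR, that of AT3G19430, whose homeologs were naming genes, and 0 with DESeq2, which gave these homeologs no adjusted p. The triads were assembled from the study's markers on these samples, so the count holds no independent evidence that homeologs mark the same tissue.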

Values the study reported

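The study reported an atlas of 7,388 high-quality cells with 71,835 expressed genes, grouped into 15 clusters. It listed 113 orthologous groups of markers conserved in at least 3 species.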

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

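Among the tests below, those that took the phloem and the root cap separately and the one with equal numbers of cells were chosen after the values had been seen.

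UMIs assigned to the chloroplast and mitochondrial genomes, which the comparisons of gene expression did not use, were present in every replicate, although a count of 0 would allow no more than 3 UMIs. The chloroplast genome received 3383, 17094 and 7030 UMIs and the mitochondrial genome 1758, 16353 and 4720 UMIs in the cells kept of replicates 1, 2 and 3. No biological explanation was tested for any pattern here, as the design holds 1 group.

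Few root cap-like cells came from replicate 3 (4 cells), which the tests here did not address. Phloem-like and root cap-like cells were both rare in replicate 1, with 2 cells each. Lower depth of that replicate was argued against as the whole reason. Shares were taken above the same minimum scaled by depth, which is 2852 UMIs in replicate 2 for 800. Removed barcodes that held UMIs of the naming genes were counted in. The upper 95% bound of the share in replicate 1 was then 0.206 (phloem) and 0.303 (root cap) times the share in replicate 2. In the planned test among cells with at least 2000 UMIs this ratio was 0.244 for the root cap and 0.104 for the phloem. For the phloem the planned limit cannot decide. The same scale puts its class median of 4025 UMIs under 2000, so low depth alone could remove most such cells. Placement of such cells in other clusters was argued against for the phloem, whose naming genes had a CPM over all cells of replicate 1 of only 0.053 times that in replicate 2, and for the root cap, since 2.52% of the UMIs of its naming genes in replicate 1 lay outside the root cap-like cells. For both classes together the planned test left this open, because the root cap naming genes reached 0.606 times the CPM of replicate 2, nearly all of it from the 2 root cap-like cells. The tests of the root cap take its cells as 1 class, although their naming genes held a far larger part of the UMIs in replicate 1 than in replicate 2. A difference in how root tips were dissected or digested may remain, for which the labels give no batch.

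Replicate 1 stood apart from replicates 2 and 3. Different shares of cell classes as the whole reason were argued against, since replicates 2 and 3 correlated best within 13 of 13 classes with equal UMIs, and within 12 of 13, all but G2/M-like cells, when the number of cells was equal too. A few genes with very large differences were also argued against, since without the 100 genes with the largest chi-square the lower value of the pairs with replicate 1 was still 5.11 times that of replicates 2 and 3. Preparation or sequencing of replicate 1 may differ, and nothing in the labels or files could test this.

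All 15 genes of the list of dehydrin and LEA genes, 1 of them a lipoxygenase gene, had their highest mean CPM in unnamed cluster 2. Doublets and damaged cells cannot be told apart from other reasons. The median doublet score was 0.913 times that of the other cells, but the caller had not worked and the highest scores had been removed before. The organelle share of UMIs in the cluster was 1.27 times that of the other cells in replicate 1 and 0.928 and 0.960 times in replicates 2 and 3, between the bounds set for either outcome. In replicate 1 the cluster also had a median of 3274 UMIs per cell against 9887 in the other cells, while in replicates 2 and 3 it had more than the others (13961 against 10928, and 7843 against 5786).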

How the results depend on the processing

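The alternatives on phloem-like and root cap-like cells, and the numbers of named classes, were chosen after the data had been examined. Of 834 values of counts and shares under alternatives, 749 stayed within 1.5 times the reported count or within 1 SD of the reported share, and 85 moved. Many of the 110 named genes were chosen for the size of their fold change in the same data. Their stability is therefore not independent evidence. Not every named gene had a value in every setting. Values were available for 85 with no correction of replicates and for 98 each at resolution 0.12 and with a minimum of 2000 UMIs. Of 1245 values of the named genes, 1242 kept their direction and their side of the threshold. The exceptions were TraesCS1D03G0042100 in provascular-like cells without replicate 3 (log2 fold change 1.54, adjusted p = 0.0711 by edgeR), TraesCS2D03G0137900 in phloem-like cells with DESeq2 (10.3, adjusted p = 0.399), and TraesCS2D03G0347500 in root cap-like cells, which reversed to −3.95 (adjusted p = 1) without replicate 2 against 3.43 without replicate 3, replicate 2 being the one that held 75 of the 81 root cap-like cells.

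DESeq2 gave 8 named genes of root cap-like cells no adjusted p, which are not counted. With no low-count filter, under which more genes were tested, the median of the genes higher in each class was 3169. The counts were 3049 in cortex-like, 1852 in endodermis-like, 4364 in epidermis-like, 6035 in G1/S-like, 2922 in pericycle-like, 3580 in provascular-like, 1814 in phloem-like and 739 in root cap-like cells, 5162 in unnamed cluster 2, and 2090 between pericycle-like and phloem-like cells. With clusters and tests on all UMIs, where a gene is tested on the counts that placed its cells, they were 2343 in cortex-like, 2573 in pericycle-like, 2133 in xylem-like, 2029 in phloem-like and 689 in root cap-like cells and 2579 between pericycle-like and phloem-like cells. Without the replicate block the count was 822 in cortex-like cells and 1452 in unnamed cluster 2, the contrast of pericycle-like and phloem-like cells 789 (258 and 531 by direction) and the asymmetric triads 0. The block moved the count of genes higher in no other named class by over 1.5 times, but the genes of the dehydrin and LEA list called in G1/S-like cells fell from 6 to 0 (3 at an unadjusted p under 0.05 by edgeR). DESeq2 called 16 genes in root cap-like cells, where it gave 21151 of 24244 genes no adjusted p, and 8 members of the phloem and root cap lists, which for the same reason is no loss of calls. With no correction of replicates, 2821 genes were higher in pericycle-like cells, and 8 members of the phloem and root cap lists passed, as no root cap-like class was named. The quasi-Poisson model called 9 triads. The cause of these changes was not tested beyond what their construction states.

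Leaving out each replicate gave 820 to 1827 genes in cortex-like, 648 to 1382 in endodermis-like, 1605 to 4041 in G1/S-like, 1692 to 3056 in G2/M-like, 872 to 1924 in provascular-like, 493 to 1647 in phloem-like and 108 to 544 in root cap-like cells, 1123 to 2820, 2699 to 4329 and 594 to 1096 in unnamed clusters 2, 7 and 14, 245 to 1653 genes between pericycle-like and phloem-like cells, and 2 to 11 asymmetric triads. With 2 replicates fewer sums enter each model.

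Shares of classes depended on the clustering, and the cause was not tested. Cortex-like cells made up 8.59% with clusters from all UMIs, 8.84% with no correction of replicates (19.4%, 2.21% and 4.88% in replicates 1, 2 and 3), 6.55% at resolution 0.48, 9.44% with a minimum of 2000 UMIs and 8.82% with doublet calls kept. G1/S-like cells made up 9.36%, 9.50%, 9.28%, 9.38% and 9.65% in the same order and 9.95% at resolution 0.12, where G2/M-like cells made up 2.18%. Pericycle-like cells made up 4.85% with clusters from all UMIs, 7.71% with no correction, 4.57% with a minimum of 2000 UMIs and 4.97% with doublet calls kept. Endodermis/phloem-like cells made up 12.5% with no correction, 14.7% with a minimum of 2000 UMIs and 12.96% at resolution 0.12, settings in which no provascular-like class was named. Provascular-like cells made up 9.39% at resolution 0.48 and 9.34% with doublet calls kept, and root hair-like cells 4.24% with no correction and 4.03% with a minimum of 2000 UMIs. The number of named classes was 10 with no correction of replicates, 11 at resolution 0.12 and with a minimum of 2000 UMIs, and 12 otherwise. The B subgenome share was 33.149% without low-confidence genes. The mitochondrial limit of 5% changed nothing, and the test of all triads in the genome was not run. The sums of phloem-like and root cap-like cells in replicate 1 came from 2 cells each, with 1404 and 4439 held-out UMIs, which limits their tests.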

Other observations

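Among the tests in this part, those on phloem-like and root cap-like cells and on the unnamed clusters were chosen only after the values had been seen.

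Unnamed clusters 7 and 14 were led by genes outside the lists. These were TraesCS7D03G0761700 in cluster 7 (54.6 ± 50 CPM, SD, n = 3, against 2.37, log2 fold change 5.24, SE 0.46) and TraesCS5D03G0615400 in cluster 14 (227 ± 242 CPM against 3.88, log2 fold change 6.35, SE 0.42), for which no names were at hand.

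The numbers of genes were set against those from class labels permuted among the sums of each replicate. The classes were formed from the expression of these same cells and aligned over replicates, so the real labels were bound to gather like sums. A real count above all permuted ones therefore cannot exclude chance as the origin of a class. It shows only that the real labels gathered more alike sums than permuted ones. In most classes 1 of 21 counts, from 20 draws and the real assignment, was as large as observed, the real one. This held for cortex-like (real count 1496, highest other 264), endodermis-like (1220, 308), endodermis/phloem-like (2006, 201), epidermis-like (2301, 523), G1/S-like (2852, 713), G2/M-like (3224, 882), pericycle-like (1692, 346), provascular-like (1567, 534), root hair-like (2247, 514), xylem-like (1298, 554) and phloem-like cells (1092, 548) and for unnamed clusters 2 (2529, 613), 7 (4356, 562) and 14 (1160, 333). It also held for the contrast of pericycle-like and phloem-like cells (1353, 0). For the fixed marker lists (227 members, highest other 57), the lists of phloem and root cap (18, 6), the triads with all homeologs past the threshold (23, 9) and the list of dehydrin and LEA genes in unnamed cluster 2 (15, 1), 1 of 21 counts was as large as well. This decides nothing about chance either, since the study had also picked these genes on the same samples for their clusters. Root cap-like cells were the exception, where 5 of 21 counts were as large as the real 398 and the highest other was 671, so that count did not stand out from those of permuted labels. Some draws called many genes. A permuted label can still collect sums of 1 class from more than 1 replicate, and whether this gave the high counts was not tested. For the triads, the homeolog labels were permuted within replicates, and 1 of 36 arrangements, the real one, gave 4 calls, with 3 in the highest other.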
